A study of Mus musculus with 2 samples.

How the data were processed

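The samples were mouse left ventricle at embryonic day 16.5, 1 for a normal maternal diet and 1 for a maternal diet deficient in vitamin D. The labels do not say how many mothers or embryos a sample holds, nor their sex. In each sample, DNA bound by the vitamin D receptor (VDR), a nuclear receptor that binds DNA, was recovered by chromatin immunoprecipitation and sequenced (ChIP-seq). Groups were taken from the tissue labels. There is 1 library per diet, so no test between diets was possible and no p-value was computed. Comparisons describe the 2 libraries, not the diets.

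The authors deposited 1 peak list per sample, in the narrowPeak layout and on the mm10 mouse genome build, per the file headers. The labels and headers do not state the aligner, the peak caller, its threshold or the control library. Each peak has a fold enrichment at its summit, which is a ratio over local background computed by the authors' peak caller. It also has the deposited -log10 of the p-value and of the q-value, which is the p-value adjusted for multiple testing. The deposited integer score equals 10 times the -log10 q, rounded down, in every peak used except 1 of the normal-diet list. These values are the authors' own and were used only to describe, rank or filter peaks within a list. The lowest -log10 q was 2.00 in the normal-diet list and 2.01 in the deficient-diet list.

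The normal-diet list was deposited as text split by spaces, with the end of the peak and the score joined by a point in 23455 peaks. The parts before and after the point were taken as end and score. One further peak had them apart. Another, on an unplaced sequence, had lost its start and was left out, so 23456 of 23457 peaks were used. All 37661 peaks of the deficient-diet list were used. No peaks overlapped within a list.

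The summit pileup, which is the number of fragments covering the summit, and the background expected there were recovered from the deposited fold enrichment and -log10 p. The fold enrichment was taken as the pileup plus 1 over the background plus 1, and the p-value as the Poisson probability of a larger pileup. A whole-number pileup gave the deposited -log10 p to within 0.000293 in all peaks of both lists, and the next best whole number was off by at least 0.00997. The lowest background of each list was read as its genome-wide background. The narrowest peak, 181 bp in the normal-diet list and 162 bp in the deficient-diet list, was read as the length to which reads were extended. No header states either reading.

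Peaks were called shared, or said to have a partner, when they overlapped a peak of the other list by at least 1 bp. Shares carry exact 95% binomial (Clopper-Pearson) intervals. These intervals, and the limits given for counts of 0, which are 3 counts of the total, cover counting error only and not differences between animals or libraries. Overlap was set against 100 placements of the other list at random positions on the same chromosomes, between the first and last called base, and against 100 sets of moves of each peak by 2 to 50 kb. Peaks were ranked by the authors' -log10 q, then by fold enrichment.

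Summits were placed against the RefSeq gene table of assembly GRCm38.p6, the same build as mm10, with 49980 gene spans. The table used here gives spans without strand, exons or transcripts. The planned classes of promoter, exon, intron and intergenic sequence were therefore replaced by 3 classes: within 1 kb of either end of a gene span, elsewhere inside a span, and outside. Genes with promoter peaks became genes with a summit within 1 kb of either end. The planned searches for the VDR and CTCF motifs and the planned measures of repeat and GC content need genome sequence, which was not used here, and were not run.

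Peaks and genes to be named were fixed before the data were examined, as were the comparisons and the first set of other settings tried. In each of 4 classes (peaks of each list with and without a partner) the 3 peaks with the highest -log10 q on the autosomes and X were named. The gene list held 20 genes: Vdr, Rxra, Cyp24a1 and Cyp27b1 of the vitamin D pathway, the heart genes Nkx2-5, Gata4, Tbx5, Tbx20, Hand1, Hand2, Mef2c, Isl1, Myh6, Myh7, Nppa and Tnnt2, and Ctcf, Rad21, Smc3 and Nipbl of chromatin structure. The number of list genes with a peak near an end was set against 10000 random lists of protein-coding genes matched on span length.

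Other settings chosen in advance were a -log10 q of 5 or more, autosomes and X only, merging of overlapping peaks, lists of equal length, overlap by 50% of both peaks, summits within 100 bp, ranking by fold enrichment, the strongest 5000 peaks, a window of 3 kb, and protein-coding genes only. For the 20 genes, the settings of -log10 q, equal length and 3 kb were applied after the results were seen. After the data were seen, 3 kinds were added: thinning of the deficient-diet pileups to the depth of the other library, peaks at the genome-wide background only, and removal of 100-kb windows with 10 or more peaks in either list. Thinning drew each deposited pileup binomially and left the summit where it was, so a summit that would move in a shallower library is undercounted.

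The scale factor of the control was estimated as the largest step of which most raised backgrounds are whole multiples. This replaced a first estimate, the least gap between the 4 commonest raised backgrounds, after that estimate had given a ratio of 3.02 between scale factors and depths where the present one gives 1.00. Over the 2 to 8 commonest backgrounds the first kind of estimate ranged from 1.00 to 9.45. On simulated backgrounds the present estimate returned the scale factor used in all 4 cases tried. Recovery of pileups, overlaps and gene locations was also tested on simulated data, where 100% of items came out right in each case.

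Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.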

Results

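VDR-bound DNA was profiled in mouse left ventricle at embryonic stage E16.5, with 1 library for a normal maternal diet and 1 for a vitamin D deficient one. The labels do not say how many mothers or embryos a sample holds. The title of the series concerns maternal vitamin D deficiency, heart formation and chromatin structure, and the design asks how VDR occupancy compares between the diets. There were no replicates, so differences between the lists have no replicate check. Comparisons describe the 2 libraries, not the diets.

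The normal-diet list held 23456 peaks covering 6.37 Mb and the deficient-diet list 37661 peaks covering 9.25 Mb. The deficient-diet list was thus longer by 14205 peaks, a ratio of 1.61. At a -log10 q of 5 or more, the lists came closer in length, with 8198 peaks (35.0% of the list) for the normal diet and 9146 (24.3%) for the deficient diet. The alternative that moved the comparison most, thinning of the deficient-diet pileups to equal fragments per base at a -log10 p of 7 or more, turned the order, with 15750 normal-diet peaks against a mean of 3015 deficient-diet peaks.

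Depth differed between the libraries. The genome-wide background was 2.65 fragments per position for the normal diet and 5.38 for the deficient diet, a ratio of 2.03. Divided by the read extension, this came to 2.27 times as many fragments per base in the deficient-diet library. Most peaks rested on few fragments. The median summit pileup was 16 fragments in the normal-diet list, with 14 at the 10th and 20 at the 90th percentile, and 22 in the deficient-diet list, with 19 and 27 at those percentiles. Background at the summit equalled the genome-wide value in 52.6% of normal-diet and 55.7% of deficient-diet peaks. Among these, the lowest ratio of pileup to background was 4.15 in the normal-diet list and 2.97 in the deficient-diet list.

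**Figure D1:**
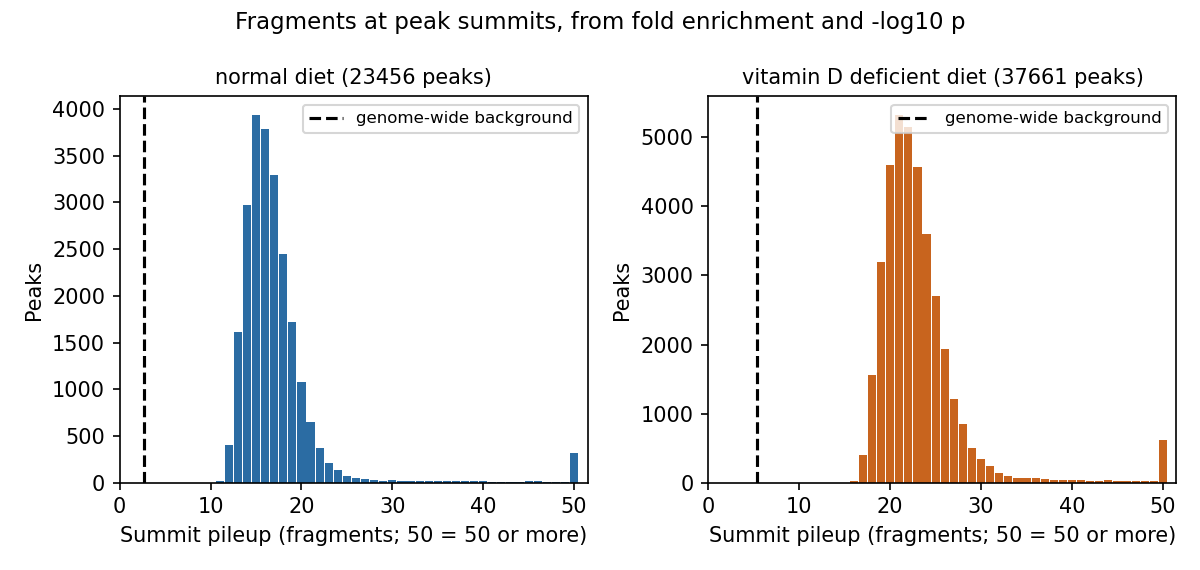
Number of peaks (y axis) by summit pileup in fragments (x axis, with 50 or more in the last bar) for the normal-diet list on the left and the deficient-diet list on the right; dashed lines mark the genome-wide background. Most summits hold few fragments, with medians of 16 and 22 over backgrounds of 2.65 and 5.38.

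Of the normal-diet peaks, 7981 overlapped a deficient-diet peak, which is 34.0% (95% interval 33.4 to 34.6%), and 15475 did not. Of the deficient-diet peaks, 8026 had a partner, which is 21.3% (20.9 to 21.7%), and 29635 had none. Random placement gave means of 0.918% and 0.584%, so the observed shares were 37.1 and 36.5 times those of chance placement. Moves of 2 to 50 kb, which keep the regional density of peaks, gave 2.0% and 1.25%. Of the settings chosen in advance, the one that moved these shares most counted summits within 100 bp and gave 18.9% and 11.7%. The numbers of shared peaks, 7981 and 8026, are nearly equal, so the shares stand to each other as the lengths of the lists. This fixes their order under other settings too: they were 24.5% and 24.4% with lists of equal length, and 6.46% and 27.9% after thinning to the normal-diet background, which left the deficient-diet list the shorter.

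The share with a partner fell with rank. In the normal-diet list it was 70% (60.0 to 78.8%) for the strongest 100 peaks, 69% for the next 400, 60.4% for the 500 after those, and 26.8% beyond rank 20000. In the deficient-diet list it was 97% (91.5 to 99.4%) for the strongest 100, 71.8% for the next 400, 41.4% for the 500 after those and 16.9% beyond rank 20000. The strongest peaks include sites of raised background. Among peaks at the genome-wide background the share was 55.2% (46.4 to 63.8%) at normal-diet pileups of 23 to 45. At deficient-diet pileups of 31 to 42 it was 51.7% (43.3 to 60.0%). These shares still exceeded the 30.3% at normal-diet pileups of 11 to 13 and the 12.3% at deficient-diet pileups of 16 to 18. The strongest 1000 peaks of each list were set against the whole other list. Normal-diet peaks thus met the longer list, which favours a higher share, so the order of these shares cannot be read as a difference in binding. Over the strongest 1000 peaks the share was 64.8% (61.7 to 67.8%) for the normal diet and 59.1% (56.0 to 62.2%) for the deficient diet. These intervals overlap. They also overlapped with overlap by 50% of both peaks, at 52.5% (49.4 to 55.6%) and 47.3% (44.2 to 50.4%). They parted under the other settings run: autosomes and X alone gave 62.7% (59.6 to 65.7%) and 55.5% (52.4 to 58.6%), ranking by fold enrichment 48.6% (45.5 to 51.7%) and 40.4% (37.3 to 43.5%), and the strongest 5000 peaks 45.0% (43.6 to 46.4%) and 36.5% (35.1 to 37.8%).

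**Figure D2:**
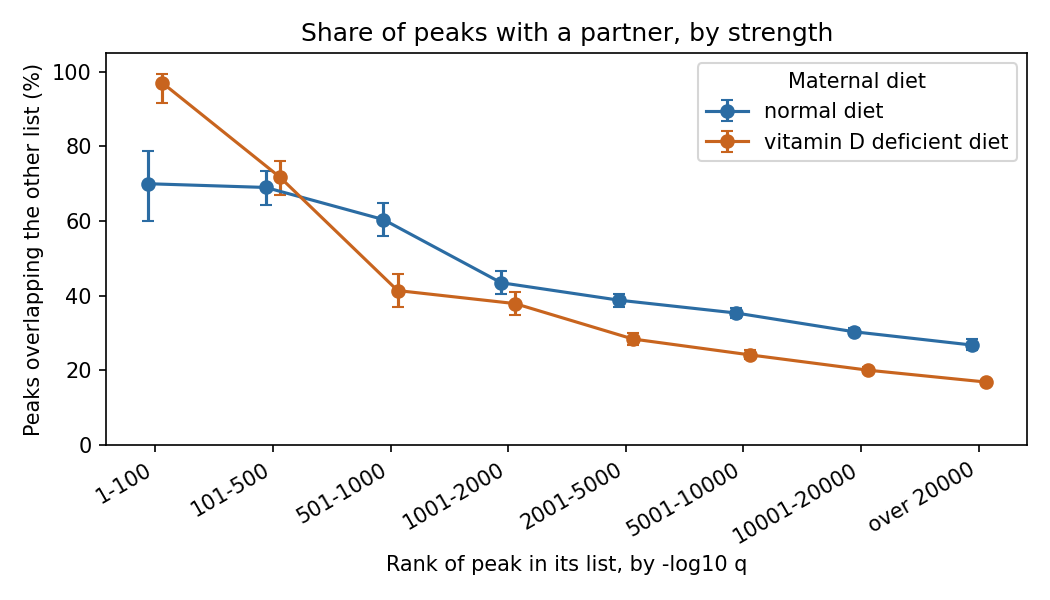
Percent of peaks that overlap the other list (y axis) by rank within the list on the authors' -log10 q (x axis), for both diets; bars are exact 95% binomial intervals. The share falls from 70% to 26.8% in the normal-diet list and from 97% to 16.9% in the deficient-diet list. The strongest peaks include sites of raised background.

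Within each list, peaks with a partner were wider than those without. The median width was 265 bp against 221 bp in the normal-diet list and 260 bp against 206 bp in the deficient-diet list. The authors' median -log10 q was 4.87 with and 4.28 without a partner in the normal-diet list, and 4.36 against 3.95 in the deficient-diet list. Median fold enrichment was 4.38 in both classes of the normal-diet list and 3.45 in both classes of the deficient-diet list. Pileups are whole numbers, so fold enrichment repeats at the genome-wide background and equal medians can be ties. The 90th percentile was 5.47 with and 5.20 without a partner for the normal diet, and 4.23 against 4.07 for the deficient diet. The 10th percentile was 3.56 against 3.53 and, in the other order, 2.79 against 2.82.

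Chromosomes were compared because X and Y shares bear on the sex of the tissue, which the labels do not give. X held 493 normal-diet peaks, 2.10% of the list (1.92 to 2.29%), and 956 deficient-diet peaks, 2.54% (2.38 to 2.70%). At a -log10 q of 5 or more the X shares were 2.16% (1.86 to 2.50%) and 3.26% (2.90 to 3.64%), and with lists of equal length the deficient-diet share was 2.78% (2.57 to 2.99%). Y held 51 peaks, 0.217% (0.162 to 0.286%), in the normal-diet list and 16, 0.0425% (0.0243 to 0.0690%), in the deficient-diet list. Of these Y peaks, 36 and 7 lay in 1 stretch at the end of the chromosome, between positions 90729013 and 90841853. Unplaced sequences held 0.576% and 0.491% of the peaks. No peak lay on the mitochondrial genome, which allows a share of up to 0.0128% in the normal-diet and 0.00797% in the deficient-diet list, if the authors had not removed it. Chromosome 11 had the highest density among the assembled chromosomes in both lists, with 13.5 and 21.1 peaks per Mb, against 2.89 and 5.60 on X.

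**Figure D3:**
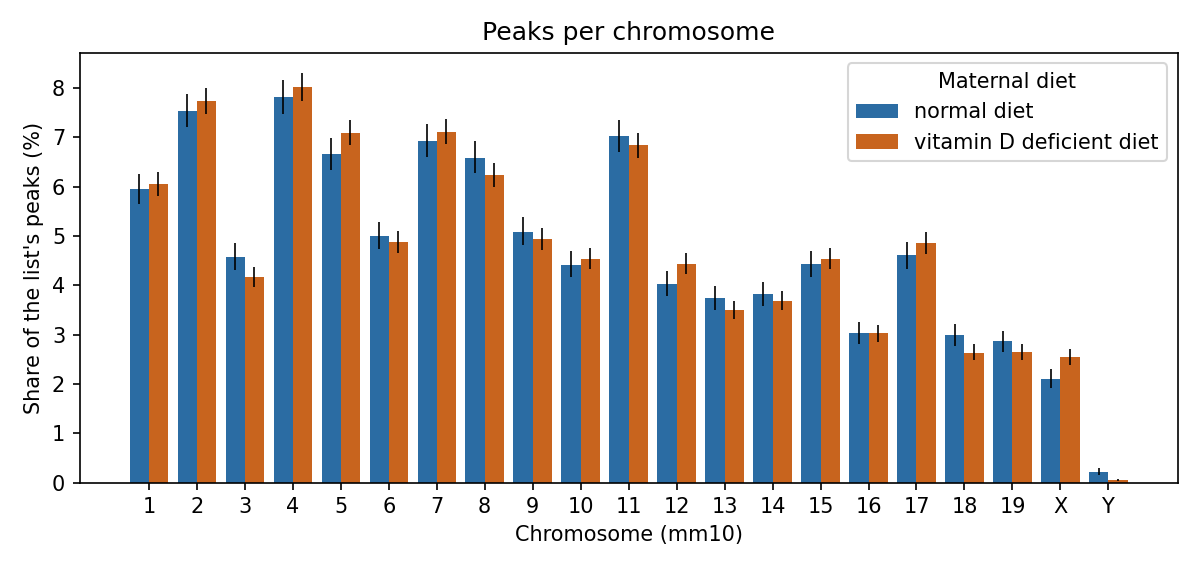
Percent of each list's peaks (y axis) on each assembled mm10 chromosome (x axis), for both diets; bars are exact 95% binomial intervals. X holds 2.10% of normal-diet and 2.54% of deficient-diet peaks, and Y 0.217% and 0.0425%.

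Relative to genes, 22.8% (22.2 to 23.3%) of normal-diet summits lay within 1 kb of a gene end, against 18.7% (18.3 to 19.1%) of deficient-diet summits. Random placement gave 6.47% and 6.50%. Elsewhere inside gene spans lay 45.7% and 48.7% of summits, where placement gave 45.4% and 45.3%. Outside spans lay 31.6% and 32.6%, where placement gave 48.1% and 48.2%. Among peaks with a partner the share near a gene end was 21.2% in the normal-diet and 21.1% in the deficient-diet list. Among peaks without one it was 23.6% (22.9 to 24.3%) and 18.1% (17.6 to 18.5%). Shared peaks overlap at the same sites, so their shares were bound to be close. That the lists differed in their unshared peaks therefore follows largely from how the classes were made. A window of 3 kb moved the shares most, to 37.0% and 33.1%, in the same order.

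**Figure D4:**
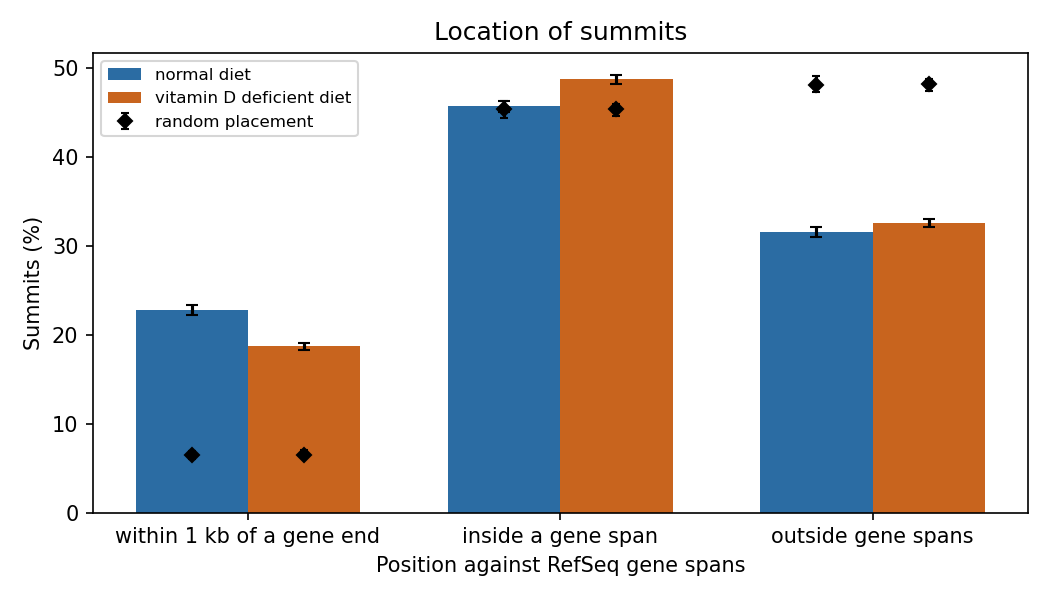
Percent of summits (y axis) in 3 classes of position against RefSeq gene spans (x axis), with exact 95% binomial intervals on the bars; diamonds give the mean of 100 random placements and their whiskers the range. Summits near gene ends exceed placement in both lists, at 22.8% and 18.7% against 6.47% and 6.50%.

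A summit within 1 kb of an end was found for 5841 genes in the normal-diet list and 7285 in the deficient-diet list. Both lists had one at 2567 genes, 43.9% of the former and 35.2% of the latter. The other 3274 and 4718 genes had a summit in 1 list alone. Random placements of the deficient-diet list shared 346 genes on average (298 to 408) with the normal-diet list as called. Placement put 6.50% of deficient-diet summits near a gene end, against 18.7% observed. The 346 genes thus do not allow for the preference for gene ends, and the excess over them overstates agreement gene by gene. At a -log10 q of 5 or more the order of the gene numbers turned, with 2134 genes for the normal diet and 1817 for the deficient diet. It also turned with lists of equal length, where the deficient-diet list had 4709 genes.

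The 3 strongest shared peaks of the normal-diet list lay inside gene spans. The first, on chromosome 16 from 57391226 to 57391689, in the overlapping spans of Cmss1 and Filip1l, had a -log10 q of 72.3 and a pileup of 348 over a background of 103. The next, on chromosome 16 from 11143925 to 11144303 in Zc3h7a, had a -log10 q of 68.9, and the third, on chromosome 13 from 44869535 to 44870014 in Jarid2, one of 59.1. Backgrounds at these peaks were 38.7, 35.6 and 13.2 times the genome-wide value. The 3 strongest normal-diet peaks without a partner lay outside gene spans, on chromosome 2 from 98663677 to 98664084 and from 98664953 to 98665280, and on chromosome 9 from 3009187 to 3012529. Their -log10 q values were 55.4, 53.6 and 49.8, over backgrounds of 41.6, 37.9 and 52.4 times the genome-wide value.

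In the deficient-diet list, the strongest shared peaks lay on chromosome 10 from 58231776 to 58232870 in Duxf3, on chromosome 6 from 47681591 to 47682253, with its summit 38 bp from an end of Gm40364, and on chromosome 8 from 55362923 to 55364647, outside gene spans. Their -log10 q values were 46.1, 40.6 and 37.9. The strongest without a partner lay on chromosome 18 from 82170734 to 82170917 and on chromosome 7 from 130834460 to 130834621, both outside gene spans, and on chromosome 19 from 39259798 to 39260091 in the pseudogene Cyp2c53-ps. Their -log10 q values were 19.7, 17.5 and 17.3. The chromosome 18 peak had a normal-diet summit 322 bp away without overlap. All 12 named peaks had raised backgrounds, the lowest 2.70 times the genome-wide value.

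Of the 20 genes fixed in advance, 9 had a normal-diet peak inside the span or within 1 kb of an end and 12 had a deficient-diet peak, where placed lists gave means of 6.27 and 8.16 genes and at most 10 and 15, so both counts lie within the range of placement. Both lists had a peak at 7 of the genes, and neither at 6. Overlapping peaks were found at 4: Vdr, Rxra, Myh6 and Myh7. At Vdr, the shared site lay inside the gene on chromosome 15, from 97884698 to 97884923 in the normal-diet list and from 97884761 to 97884928 in the deficient-diet list, with pileups of 19 and 22 fragments. Rxra had 5 normal-diet and 8 deficient-diet peaks, 2 of them shared. Cyp24a1 had none in either list, with the nearest normal-diet summit 6306 bp and the nearest deficient-diet summit 6564 bp from an end.

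A summit within 1 kb of an end was found at 1 of the 20 genes in the normal-diet list, Tbx5, and at 8 in the deficient-diet list: Vdr, Gata4, Tbx5, Tbx20, Hand1, Isl1, Myh6 and Smc3. Random lists of the same size matched on span length had medians of 4 and 5 such genes. A count of 1 or fewer for the normal diet came up in 7.42% of random lists, 8 or more for the deficient diet in 6.82%, and a difference of 7 or more in 0.34%. These percentiles describe the 2 libraries. At a -log10 q of 5 or more the counts were 1 and 2, a difference reached by 27.4% of random lists. Lists of equal length gave 1 and 3, and a window of 3 kb 6 and 13. None of the deficient-diet peaks near these ends overlapped a normal-diet peak, and their pileups ranged from 19 to 27 fragments, close to the list's median of 22.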

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

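The tests by thinning, by peaks at the genome-wide background and by removal of crowded windows, and all other settings for the 20 genes fixed in advance, were chosen after the results were seen, and the others were planned. Of 85 recomputed values of 23 results, 27 stayed within the 95% interval of the value or, for counts, within 1.5 times of it, and 58 did not. Where no cause is given below, the cause was not tested. Merging changed nothing, since no peaks overlap within a list. No paired analysis was possible because each diet has 1 library, and no library could be left out. The motif, repeat and GC alternatives were not run.

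At a -log10 q of 5 or more there were 8198 normal-diet and 9146 deficient-diet peaks, fewer by construction. Shares with a partner fell to 18.9% and 17.05%, and median fold enrichment rose to 5.01 and 4.05. The Y share became 0.464% and 0.131%, the unplaced share 1.31% and 1.36%, and the deficient-diet X share 3.26%. Outside gene spans lay 33.2% and 37.5% of summits, and 17.9% of deficient-diet summits lay near a gene end. Genes with a summit near an end numbered 2134, 1817 and, in both lists, 393, so the deficient-diet list no longer had more. Of the 20 genes fixed in advance, 1 and 2 had a summit near an end, against 1 and 8 in the whole lists.

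With lists of equal length, shares with a partner were 24.5% for the normal diet and 24.4% for the deficient diet. Shared peaks pair almost singly, so equal lengths force equal shares. For the deficient diet, median fold enrichment was 3.60, the X share 2.78%, the unplaced share 0.635%, the share outside gene spans 33.9% and the number of genes 4709, under the 5841 of the normal diet. Of the 20 genes, 3 had a deficient-diet summit near an end.

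Overlap by 50% of both peaks gave 22.1% and 13.8%, and 52.5% and 47.3% among the strongest 1000. Summits within 100 bp gave 18.9% and 11.7%. Ranking by fold enrichment gave 48.6% and 40.4%, the strongest 5000 peaks 45.0% and 36.5%, and autosomes and X alone 55.5% for the deficient diet. The normal-diet share was the higher in each. For overlap and summit distance over whole lists this follows from the shorter normal-diet list. Among the strongest peaks, those of the normal diet were set against the longer list, which favours the same order.

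The 3 kb window put 37.0% and 33.1% of summits near gene ends and 28.6% and 29.3% outside, with 9423, 12119 and 5389 genes in the normal-diet list, the deficient-diet list and both, and 6 and 13 of the 20 genes. Protein-coding genes alone gave 16.9% and 13.1% near ends and 39.9% and 41.3% outside, with 4792 deficient-diet genes. The normal-diet list had the higher share near gene ends under every alternative run for it.

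Thinning to the normal-diet background left a mean of 3595 deficient-diet peaks at a -log10 p of 7 or more, and thinning to equal fragments per base 3015, against 15750 for the normal diet. Shares with a partner were 6.46% for the normal and 27.9% for the deficient diet under the former, an order that restates the lengths of the lists. Peaks at the genome-wide background gave 35.0% and 19.1%, and removal of crowded windows 33.0% for the normal diet. Depth therefore limits the order of the peak numbers. Gene numbers were not recomputed at matched depth.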

Other observations

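Of the 14 tests, those of thinning, even yield, a shallower deficient-diet library, chance height, chance and gene density in the 1-Mb bins, most crowded peaks, a single control, duplicates, the pileup ceiling and the sex chromosomes were chosen after the results were seen, as were the displaced share among unpaired peaks and the other settings for X, Y and the 20 genes. Maternal diet, the difference the design names, stays an open and untested explanation for the differences between the lists, since diet and library coincide. The exception is 18 capped normal-diet peaks described below, which are poor candidates for a loss of VDR binding.

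The longer deficient-diet list may reflect depth alone. Thinned to the normal-diet background, that library kept a mean of 3595 peaks (3476 to 3681 over 100 draws) with a -log10 p of 7 or more, against 15750 in the normal-diet list and 22847 before thinning. At matched background the normal-diet library thus had 4.38 times as many strong peaks, a figure that is too high by as much as summits would move on thinning. The ratio was 5.54 (5.09 to 6.03) within 1 kb of gene ends and 4.20 (4.03 to 4.37) elsewhere. A lower yield of the deficient-diet immunoprecipitation at all sites alike cannot be told apart from a yield that differs between kinds of site, because a ratio of counts over a threshold also depends on how heights are spread in each class.

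Most normal-diet peaks had no partner. A deficient-diet library shallower than the other is excluded, since its background was 2.03 times the normal-diet one and its list reached down to a ratio of pileup to background of 2.97, against 4.15. Displaced summits do not account for most of the unpaired peaks. Of the 15475, 13.01% (12.5 to 13.5%) had a deficient-diet summit within 1 kb, against 6.89% after moves. Over all normal-diet peaks, 42.6% had a partner or such a summit, of which 34.0% had a partner. Chance height at the calling threshold may account for part. Among peaks at the genome-wide background, the share with a partner rose from 30.3% (27.9 to 32.7%) at pileups of up to 13 to 38.0% (35.3 to 40.8%) at 19 or 20. Over 20 fragments it was 51.2% (46.7 to 55.7%), 251 of 490. How many peaks of that height chance would leave paired was not modelled, so chance height cannot be told apart from other causes there. Binding that differs between the samples and noise specific to 1 library both stay open, and replicates would be needed to part them.

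Peaks that the lists did not share nevertheless fell in the same regions. Across 2581 bins of 1 Mb, the numbers of unshared peaks of the 2 lists had a Spearman's rho of 0.730, while placed lists gave 0.404 to 0.468. Bins are not independent replicates. The rho of 0.730 argues against chance. With protein-coding genes per bin held fixed, a rho of 0.552 remained, where placed lists reached 0.462 at most. Placed lists do not follow gene density, so they do not show what gene density alone would leave. Gene density as the whole cause therefore stays open. GC content, mappability and open chromatin were not tested and stay open.

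Peaks crowded in 367 windows of 100 kb with 10 or more peaks in either list. Sequence present in more copies in the animals than in the assembly could contribute there: the background was over 2 times the genome-wide value at 16.01% of crowded normal-diet peaks, against 1.84% elsewhere, and at 12.2% against 1.36% in the deficient-diet list. It is argued against as the cause at most crowded peaks, since only 13.5% (12.8 to 14.4%) of those of both lists had such a background. Smaller gains in copy number, which would not pass that limit, were not tested. On 1 unplaced sequence, chosen after its values were seen, 61 normal-diet and 50 deficient-diet peaks had median backgrounds of 26.6 and 25.95 times the genome-wide value.

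The deposited values carry traces of the processing. Raised backgrounds were whole multiples of 0.428 in 66.1% of normal-diet cases and of 0.970 in 70.3% of deficient-diet cases, as from control fragments scaled to the immunoprecipitated depth. The ratio of these factors divided by the ratio of depths was 0.999998, which is consistent with 1 control library behind both lists. The estimate was changed after a first version had given 3.02. Separate controls of equal depth would give the same value. No pileup exceeded 2 times the narrowest peak width (0 peaks over 362 and 324 fragments), consistent with removal of duplicate fragments before peak calling.

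This ceiling may produce some of the strongest normal-diet peaks. At 31 of them the pileup was at least 80% of the ceiling, and their median fold enrichment was 2.46 (2.10 to 3.41), near the 2.34 that results when a control at the same ceiling is scaled down. The control itself was at 80% or more of its ceiling in 22 of the 31. Of the 31, 30 were among the strongest 100 peaks of the list and 23 had no partner, 19 of these with the control that high. The peak named on chromosome 9 is such a site, with the control at 89.8% of its ceiling. At the 2 named on chromosome 2 the control stood at 71.3% and 64.9%, under that limit. Their fold enrichments of 2.94 and 3.00 lay within the spread of the 31. Lower limits were not tried, so whether the cap raised these 2 cannot be told. The first 2 named shared peaks, both on chromosome 16, had pileups of 348 and 325, also at least 80% of the ceiling. The control stood at 66.3% and 61.0% there. In the deficient-diet list, where an equal cap gives 1.03, 39 peaks stood that high, all had a partner, and 9 were among the strongest 100. Their median fold enrichment was 1.76 (1.24 to 2.18), well over 1.03. The control was at 80% or more of its ceiling at 1 of them. Both values argue against an equal cap as the cause at these peaks, while a control held down at lower levels was not tested. Of the strongest 100 normal-diet peaks, 70% had a partner, against 97% for the deficient diet. The control was that high at 21 of them, of which 3 had a partner, and under it at 79, of which 84.8% (75.0 to 91.9%) had one. Capped sites thus hold 18 of the 30 peaks without a partner, and those 18 are poor candidates for a loss of VDR binding. The other 12 stay open.

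The deficient-diet list had more X and fewer Y peaks. The ratio of deficient-diet to normal-diet peaks was 1.94 (1.74 to 2.17) on X, and from 1.41 on chromosome 18 to 1.77 on chromosome 12 over the autosomes. On Y it was 0.314 (0.167 to 0.559), but 0.6 (0.232 to 1.46), from 9 and 15 peaks, without the last stretch. With lists of equal length the ratio on X was 1.32 (1.17 to 1.49) against 0.859 to 1.14 over the autosomes, and at a -log10 q of 5 or more 1.68 (1.39 to 2.04) against 0.987 to 1.21, so X stood above every autosome at both settings. The rest of Y gave 0.533 (0.196 to 1.34) and 0.875 (0.270 to 2.76). A smaller share of male tissue in the deficient-diet sample could give this order, but the labels state neither the sex nor the number of embryos. It cannot be told apart from other causes, because the rest of Y holds too few peaks to part it from the autosomes. The intervals were brought in after the ratios themselves had been seen to follow that order.

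The deficient-diet list had a peak near an end of 8 of the 20 genes fixed in advance and the normal-diet list of 1, a difference reached by 0.34% of random lists. At a -log10 q of 5 or more the counts were 2 and 1, a difference reached by 27.4% of random lists, so the difference rests on peaks under that threshold. No explanation was tested. Each of these peaks rests on 27 fragments or fewer, and none is shared.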
